# Developmental defects in ectodermal appendages caused by missense mutation in *edaradd* gene in the *nfr* mangrove killifish *kryptolebias marmoratus*

**DOI:** 10.1038/s41598-024-82276-z

**Published:** 2025-01-21

**Authors:** Hussein A. Saud, Paul A. O’Neill, Brian C. Ring, Tetsuhiro Kudoh

**Keywords:** *Edaradd*, *Eda*, *Kryptolebias Marmoratus*, *Aphanius dispar*, Developmental biology, Genetics, Diseases

## Abstract

The mangrove killifish, *Kryptolebias marmoratus*, can reproduce with self-fertilisation, offering a unique and useful genetic tool for generation of genetic mutants and quick identification of mutated genes. From an ENU-mutated mangrove killifish line R228, we have isolated a novel mutant line, no-fin-ray/*nfr* in which homozygous mutant of adult fish fin ray development is largely reduced. Illumina RNAseq with 3 embryos each from mutants, siblings and the parental WT strain Hon9 (only 9 embryos as total) identified a mutation in the *edaradd* in a highly conserved C-terminal death domain. Edaradd is known as a cytoplasmic accessory protein for the Ectodysplasin A (*EDA*) signalling pathway. To confirm the crucial role of *edaradd* during fin development, CRISPR RNAs were designed to suppress the gene in another killifish species, Arabian killifish. Indeed, Arabian killifish *edaradd* crispants showed a potent reduction of the fin development with 100% frequency. Furthermore, *EDA* crispants also showed identical phenotypes to that of *edaradd* crispants, confirming the fin defect in the mutants/crispants is caused by the signalling pathway of the *EDA* in the killifish species. These data demonstrate a powerful genetic approach using isogenic self-fertilising mangrove killifish as a tool for identifying mutants and their mutations, and revealed the crucial role of *edaradd* for the first time in the fish fin development.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-024-82276-z.

## Introduction

The self-fertilising mangrove killifish, *Kryptolebias marmoratus*, is a powerful model for a variety of genetics studies. There are two sexual forms, hermaphrodite and male. Hermaphrodites can generate fertilised eggs by internal self-fertilisation and they also can sexually reproduce by outcrossing male fish^1^. Laboratory strains were established by successive self-fertilisation for many generations (over 20 years) leading to the generation of highly isogenic and inbred lines^2,3^. Self-fertilisation and isogenicity makes this animal model extremely unique and useful for generating mutant lines and identifying the mutated gene(s)^4,5^. Firstly, when a mutated F1 fish contains a mutation in the genome, as this fish is a self-fertilising hermaphrodite possessing ovary and testis in the same body, the fish already produces eggs and sperms containing the same mutation. These fish are able to generate F2 homozygous mutant embryos within predictable Mendelian ratios^4^. Therefore, it is not necessary to separate groups of siblings in individual tanks and screen for carriers of the same mutation from two both sexes. Secondly, due to the isogenicity of the laboratory lines, genetic variations between two complementary chromosomes are highly limited, facilitating instant identification of mutated genes by a single run of sequencing with a small number of mutant, siblings and parental wild type strains, avoiding the need for genetic mapping^5^.

Ectodermal dysplasia (ED) is a hereditary disease causing defects in development of hair, teeth, secretory glands and digits^6^. From family genetic analyses, it has been discovered that one of the ED subtypes, hypohydrotic ectodermal dysplasia (HED) in patients that have a mutation in one of the three genes, ectodysplasin A/*eda*, *edar* or *edaradd*^7^. HED is diagnosed through chronic diseases including hypotrichosis, hypodontia and anhidrosis resulting in the reduction or absence of eccrine sweat glands, hair follicles and teeth, and defective formation of salivary, mammary and craniofacial glands^7^.

*Eda* encodes a TGF-beta super family signalling molecule. *EDA* protein binds to the receptor, *EDAR*, and in turn *EDAR* is associated with cytoplasmic protein *EDARADD*^8^. *Edaradd* encodes a protein that is considered as adaptor interacting with EDAR. EDAR/EDARADD complex transduce the signal via Table 2, TRAF6 and TAK1 to activate transcription factor NF-kappaB to target gene expression involved in ectodermal structural development^9^.

Similar to human patients, in the mouse, *edar*/*edaradd* mutations cause the disappearance of hair follicle and eccrine sweat gland and disorder in the glands of salivary and mammary craniofacial glands^10,11^. Furthermore HED mutant mice are affected by persistent rhinitis and otitis that arise from disorder in the mucociliary role^12^.

In fish species, *eda* and *edar* gene functions have been investigated in zebrafish and medaka. In zebrafish, *eda* and *edar* mutations (*nackt* and *finless* respectively) were identified by Harris et al. (2008) causing the disappearance of fins and scales and reduction in the number of pharyngeal teeth. Iida et al. (2014) also reported a nonsense mutation in *eda* in medaka fish called *alf *presenting coiled caudal peduncle without fin rays missing in all median and paired fins with a deformed skull, scales and teeth^13,14^.

Though the crucial role of *eda* and *edar* have been studied in these two model fish species, the role of *edaradd* was not fully known in the teleost fish. There is only one report of *edaradd *morpholino gene knock down study showing reduced development of the jaw and teeth^8^. However, the phenotype in the fin development was not reported in the loss of function of *edaradd* in fish species thus far. As morpholinos can be degraded after a few days of application it is conceivable that the phenotype in the fin development may not be fully affected by morpholino experiments. Therefore, loss of function studies involving genetic mutations of *edaradd* in fish models have been needed.

The first ENU mutagenesis applied to the self-fertilising mangrove killifish generated a variety of mutant phenotypes^3,4^. Among these, two lines R109 and R228 were sequenced and identified the mutations in the genes, *noto* and *msgn1*causing the phenotype of the shorttail/R109 and balltail/R228 respectively^5^. While maintaining the mutant lines, we identified another mutant phenotype that we named no-fin-ray (*nfr*) that was found from the R228 progenitor lineage. Here we report the *nfr* has a mutation in the *edaradd* gene and we show here a crucial role of the gene in the fins development.

## Materials and methods

### Maintenance of the mangrove killifish and arabian killifish

All mangrove killifish and Arabian killifish lines were reared and maintained in the Aquarit Resource Centre, University of Exeter. The mangrove killifish, R228 strain and parental wild type strain, Hon9 were maintained under the same laboratory conditions with 15ppt artificial sea water and aeration at 26° C ± 1, 12 h light: 12 h night photoperiod. Fish were fed on live *Artemia* once a day. Each fish was individually separated in 1.5 L containers. Water was changed once weekly. R228 strain was provided from Ring’s lab^4^. Eggs were collected by natural spawning from mature fish in both WT, mutant, and heterozygous carrier sibling strains. During the COVID lock down, the R228 line was discontinued and no longer available.

The Arabian killifish wild type strain was maintained with 35ppt artificial sea water in 40 L tanks as a small group with circulation and aeration at 26° C ± 1, 12 h light: 12 h night photoperiod. Egg chambers were placed at the bottom of the tank before the day of egg collection and eggs were collected by natural spawning in the morning 30 min to 1 h after the start of the light period.

## RNA extraction and analysis

Total RNAs were extracted used Qiagen RNeasy RNA purification kit from twelve embryos from the mutants, siblings and from wildtype (Hon9 strain) for the stages 16–18. Quality of RNAs were tested by Agilent RNA 6000 Nano Kit then sequenced using an Illumina HiSeq 2500 v3 next generation sequencer. Sequencing was conducted with 100 bp paired end reads on one lane. Sequencing adaptors firstly was trimmed then the low-quality flanks (< Q20) and short segments were removed using fastq-mcf v1.1.2–537. Assembly of transcriptomes were reconstructed by Trinity v2.2.0^13^. Variants were identified using KisSplice v2.4.0-p1^14^ into k-mer size of 53, then mapped to de novo transcriptomes by BLASTn v2.5.0^15^. Transcripts were annotated using blast-NCBI, and to select the best hits, threshold of 1e − 4 value to identify the suspected candidate genes.

## Skeletal staining with alcian blue and alizarin red

Samples were fixed with PFA, then washed with deionized water (2 times), and several times with DI water (2 h). Next water was replaced with Alcian blue (2 h) and placed into a series of ethanol washes (75%,50%,25%) each for ½ hr, and washed with 30% of tetraborate (2 times, 5 min. each.Next, the samples were transferred to Trypsin/sodium borate (0.12/30%) overnight, then washed with 2% KOH (2 times, 5 min. each) and replaced with Alizarin red (0.002% in 2% KOH) for one day. To bleach, embryos were placed into bleaching mixtures (3 of 0.5% KOH + 1 Glycerol + 10 µl H2O2) 3–4 h, and for clearance, the embryos were treated with a series of 0.5% KOH: Glycerol (1:1, 1:3, 100% Glycerol, 2 h each). Finally specimens were stored in 100% glycerol with a few thymol drops to prevent decay^16,17^.

### **Gene Knock out of*edaradd*and*eda*in the Arabian killifish**.

Two CRISPR RNAs were designed from *edaradd* (AAGAACTTTGCAAGCCGTTG and CTGCTAGAGCACCGGACCCA) and *eda* (ACCAACCACACGACCTTCCT and TTCAACACCTGCTACACGGC). Two crRNAs (final 50ng/ul each, Integrated DNA Technologies; IDT) and tracr RNA (final 100ng/ul, IDT), Cas9 nuclease protein (final 1ug/ul, IDT), 0.25% phenol red (Sigma) were dissolved in dilution buffer (IDT). Approximately 1 nl of the above crRNA mixture were injected into 1-cell stage Arabian killifish eggs. Embryos were cultured at 28’C for 11 days (the day of hatching) and were anaesthetised with tricaine and imaged using a Nikon SMZ1500 stereo microscope.

## Ethical declaration

All experiments were performed in accordance with approved protocols, relevant guidelines and regulations of the University of Exeter, Animal Welfare Ethical Review Board. All methods are reported in accordance with ARRIVE guidelines.

## Results

### **Compromised development in the fin**,** scale and mouth parts in*nfr*mutation**.

*Nfr* mutant presented clear phenotype showing deletion in all fins (Fig. 1). At early stages of development (specifically at stages 28 to 29) fins formation starts to emerge^18^.

**Fig. 1:**

The mangrove killifish *nfr* mutant shows substantial reduction of the fin development in the post hatching larvae and juvenile fish. **A** and **C** are wildtype, **B** and **D** *nfr* mutants. **A** and **B** are post-hatched larvae and **C** and **D** are juvenile fish. Arrows refers to missing caudal and pectoral fins (**B**), dorsal and ventral fins (**D**). Both **C** and **D** are stained with alizarin red and alcian blue. Scale bar = 200 μm.

The phenotype examination in the skin and mouth parts revealed scales were not visible with alizarin red staining and decreasing in the number of teeth in jaws and pharyngeal teeth (Fig. 2). It was observed remain the big teeth with missing the small one in both jaws and pharyngeal teeth. In addition, there was an obvious and dramatic decrease in the number of gill filaments and gill rakers.

**Fig. 2:**

Scales, teeth and gills in mangrove killifish. **A**, **C**,**E**, **G** wildtype; **B**, **D** , **F**, **H** *nfr* mutant. S: scales (**A**), no scales in (**B**); **JT**: jaws teeth, in **D** and **F** number of teeth were reduced compared with wildtype (**C**, **E**); PT: pharyngeal teeth are reduced in H compared with wildtype (**G**); number of gill rackers (**GR**) and gill filaments (**GF**) are dramatically decreased. All parts stained with alizarin red and alcian blue. Scale bar = 200 μm.

### ***Nfr*is missense mutation of*edaradd***.

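The *nfr* mutation was searched for among single base differences in RNA from mangrove killifish embryos of stages 16 to 18. The 3 categories were wild type (the Hon9 strain), *nfr* mutants and their siblings. The sample labels list 12 libraries, with 3 libraries of single embryos and 1 library of multiple embryos in each category. The paper's results give 3 embryos per category and its methods give 12 embryos in all, while its discussion speaks of mixed embryos. The deposited values are counts of reads summed per category, with no value per embryo, and the paper gives 3 embryos of each category for them (Supp Fig. 1) without saying how these relate to the 4 libraries in the labels. The authors trimmed the 100 bp paired end reads with fastq-mcf 1.1.2 at a quality of 20 and assembled transcriptomes with Trinity 2.2.0. They identified variants with KisSplice 2.4.0 at a k-mer size of 53. KisSplice works on the reads without a genome and reports each variant as a bubble, a pair of sequences with shared ends that differ inside. Each deposited candidate was such a pair of 107 bases with a single different base at position 54, and was named from its BLASTn hit. Candidates were covered by 10 to 174 reads in the wild type (median 31), 10 to 306 in the mutants (median 32) and 11 to 265 in the siblings (median 21). Library totals were not analysed here, so no difference in expression was tested. For each candidate, the share of the mutant sequence was calculated as its reads over the reads of both sequences in a category, with an exact Clopper-Pearson 95% interval. Reads are neither independent molecules nor embryos, so the intervals, limits and p-values cover counting error only and there is no replicate error.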

To identify the *nfr* mutation, *nfr*, their sibling and WT embryos were analysed with RNAseq. three embryos from each category (WT, mutants and siblings) were sequenced with one lane of Illumina HiSeq 2500 100 bp paired end read. From the variations identified, the one which is 100% enriched in the mutant group, 0% in the WT group and intermediate number in the sibling group were searched, leading to the identification of 19 potential sequence variations. Among these, only seven variants were in a protein coding region: Three were synonymous variation and other four were non-synonymous. These four non-synonymous mutations were seen in the genes, *edaradd*,* herpud1*,* pacs1* and *nomo* (Supp Fig. 1). 

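The deposited list held 33 candidate variants, and in most of them the siblings carried almost only the mutant sequence. In 29 of the 33 the mutant sequence made up 100% of reads in the mutants, 0% in the wild type and an intermediate share in the siblings. The mutants also had reads of the wild type sequence in *med24*, a subunit of the Mediator complex (1 of 113 reads), and in the unnamed bubbles 15094_489 (2 of 47) and 15094_17213 (6 of 139). The wild type had 1 mutant sequence read of 52 in *zic5*, a zinc finger transcription factor gene. The median share of the mutant sequence in the siblings was 92.9% over the 33 candidates, with a range from 11.1% to 95%. The share was at least 80% in 23 candidates. These were *herpud2*, *med24*, *zic5*, *dcp1a*, *mbd3b*, *itga4*, *carmil2*, *aldh1l2*, *sh3rf1*, *rpap1*, *zzef1*, *f7i*, *madd*, a carboxypeptidase O-like gene (LOC108248691), a solute carrier gene (LOC108241284), a septin-9-like gene (LOC108245319), the noncoding RNA LOC119617321 and all 6 bubbles without a hit, among them 15094_23129. In 11 candidates the intermediate share rested on 1 read of the wild type sequence in the siblings. The other 10 candidates had shares under 70%. They were *phf24*, *ggcx*, *grk4*, *zbtb42*, *ier3ip1*, *ltbp1*, the noncoding RNA LOC119617611, *edaradd*, *pacs1* and *nomo*. The share lay above 50% in 26 candidates at an adjusted p under 0.05 from a one-sided exact binomial test with Benjamini-Hochberg adjustment over the 33. A share of 33.3%, a wild type sequence in 2-fold excess, was not rejected for 3 candidates by the two-sided exact binomial test, which were *edaradd*, *pacs1* and *zbtb42*. At 11 to 27 sibling reads these 3 had wide intervals, and against 50% the same test did not reject 7 candidates, among them *grk4* and *ggcx*, which count among the 26.

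**Figure D1:**
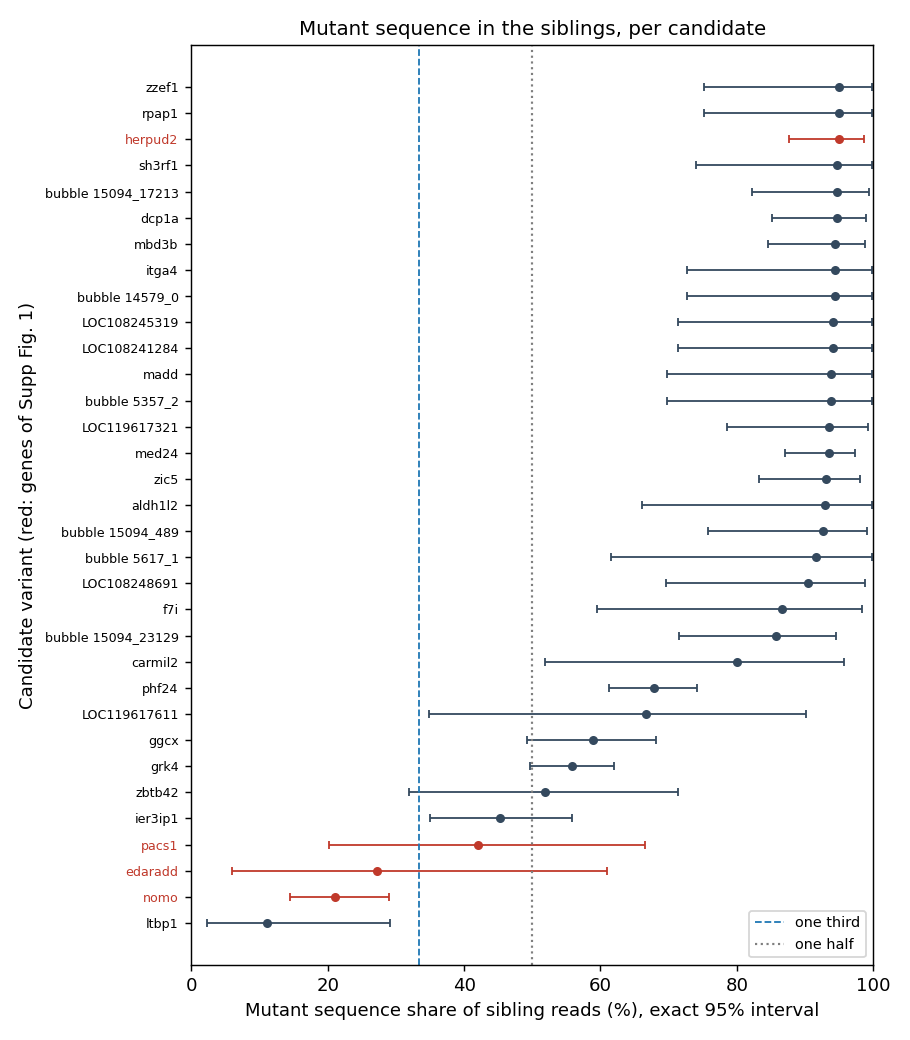
Share of the mutant sequence among sibling reads (horizontal axis, percent) for each of the 33 candidates (vertical axis), ordered by share. Points are the shares over all sibling reads, bars are exact Clopper-Pearson 95% intervals for counting error, red marks the genes of Supp Fig. 1, the dashed line is at 33.3% and the dotted line at 50%. The 23 candidates at the top lie at 80.0% or more, and *ltbp1* is lowest at 11.1%.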

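Of the 33 candidates, 24 had their best hit in a protein coding transcript of the mangrove killifish and 2 in a noncoding RNA. The hit of *madd* was in the giant grouper over 34 bases, and 6 candidates had no hit. Weaker hits in the mangrove killifish were those of *carmil2* (86.9% identity over 107 bases), LOC119617611 (88.9% over 90 bases) and *aldh1l2* (94.3% over 105 bases). The other hits in this species had an identity of at least 98.1%, so these names are less certain. The bubbles of *carmil2*, *aldh1l2*, LOC119617611 and LOC119617321 and the unnamed 15094_489, 15094_17213 and 15094_23129 share the component number 15094 in their names. They were counted as separate candidates, and whether their reads come from separate genes was not tested. The 107 bases were translated in all 6 frames. In 11 candidates every frame was closed by a stop codon, among them those of *ltbp1*, *zbtb42*, *ggcx*, *ier3ip1*, *mbd3b*, *aldh1l2* and *madd*. A stop codon anywhere in the 107 bases closed a frame, so a coding variant near the end of its coding sequence would count as closed. At least 1 frame was open in the other 22, and 17 of the 24 protein coding hits had an open frame in the sense of the transcript. An open frame of this length does not show that a variant is translated. Requiring an ATG before the variant left 6 candidates, of which only *herpud2* is a gene of Supp Fig. 1. The start codon can lie outside the 107 bases, so a missing ATG does not speak against translation. The coding sequences of these transcripts were not used here, so the numbers of coding and synonymous variants were not recomputed. By base change, 23 candidates were transitions and 10 were transversions.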

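Each of the 4 genes had a frame that gave the amino acid change of Supp Fig. 1 in the sense of the transcript. In *herpud2*, annotated in the deposited hit as member 2 of a family of ubiquitin-like proteins of the endoplasmic reticulum, the codon GAC for Asp became AAC for Asn at position 1273 of the transcript. In *nomo*, the nodal modulator, TCC for Ser became ACC for Thr at position 3298. In *pacs1*, a sorting protein of the trans-Golgi network, GTC for Val became GCC for Ala at position 2606. The sequence of *pacs1* had 2 open frames in the transcript's sense, and in the other the codon TCC for Ser became CCC for Pro. In the remaining 3 genes the other open frame lay on the opposite strand. Transcript positions count from 1 at the first base of the transcript in the deposited hit. All 4 sequences matched their transcript over 107 bases with 1 mismatch.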

In the sibling group, if the variation is responsible for the phenotype, the WT sequence is expected to be twice abundant as the mutant. *Herpud1* and *pacs1* did not show such ratio implied that this was not responsible for the *nfr* mutant phenotype. 

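In the siblings, *herpud2* reads were almost all of the mutant sequence and *pacs1* reads were divided between both sequences. For *herpud2*, 76 of 80 sibling reads carried the mutant sequence, a share of 95% (exact 95% interval 87.7 to 98.6). This share differed from 33.3% (two-sided exact binomial test, p = 1.76e-31). For *pacs1*, 8 of 19 sibling reads carried the mutant sequence, a share of 42.1% (interval 20.3 to 66.5), and the wild type sequence had 1.38 times the reads of the mutant sequence. At this depth the *pacs1* share was distinguished neither from 33.3% (two-sided exact binomial test, p = 0.467) nor from 50% (p = 0.648, same exact test). In the wild type, 0 of 62 reads of *herpud2* and 0 of 24 reads of *pacs1* were of the mutant sequence, which allows shares of up to 4.84% and 12.5%. Conversely, 0 of 89 mutant reads of *herpud2* and 0 of 29 of *pacs1* were of the wild type sequence.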

The amino acid change of *nomo* was Ser to Thr, that can frequently occur in natural variation without causing deleterious phenotype. Consequently, *edaradd* remained as the best candidate for the *nfr* mutation (Fig. 3). 

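The wild type sequence of *nomo* was in excess in the siblings. Of 133 sibling reads, 28 carried the mutant sequence, a share of 21.1% (exact 95% interval 14.5 to 29.0), and the wild type sequence had 3.75 times the reads of the mutant sequence. The share lay below 33.3% (two-sided exact binomial test, p = 0.00230, adjusted p = 0.00281 over the 33 candidates). *Nomo* was among the candidates with the most reads. None of 171 wild type reads was of the mutant sequence, which allows a share of up to 1.75%, and none of 188 mutant reads was of the wild type sequence, which allows up to 1.60%. The variant changed TCC to ACC within the peptide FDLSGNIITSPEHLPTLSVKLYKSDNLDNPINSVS, at residue 18 of these 35.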

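*Edaradd*, the adaptor of the ectodysplasin receptor, had more wild type than mutant sequence in the siblings. Of 11 sibling reads, 3 carried the mutant sequence, a share of 27.3% (exact 95% interval 6.02 to 61.0), and the wild type sequence had 2.67 times the reads of the mutant sequence. A share of 33.3% was not rejected (two-sided exact binomial test, p = 1), nor was 50% (p = 0.227, same exact test). The share was lower than that of *herpud2* (Fisher's exact test, p = 8.42e-07). It was not distinguished from that of *nomo* (Fisher's exact test, p = 0.703) or *pacs1* (p = 0.466, same exact test) at 11 reads of *edaradd*. The paper reasons that a causal variant should leave the wild type sequence in 2-fold excess in the siblings, sets *herpud1* and *pacs1* aside by this ratio and *nomo* by the kind of its amino acid change, and concludes that *edaradd* is the best candidate.

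**Figure D2:**
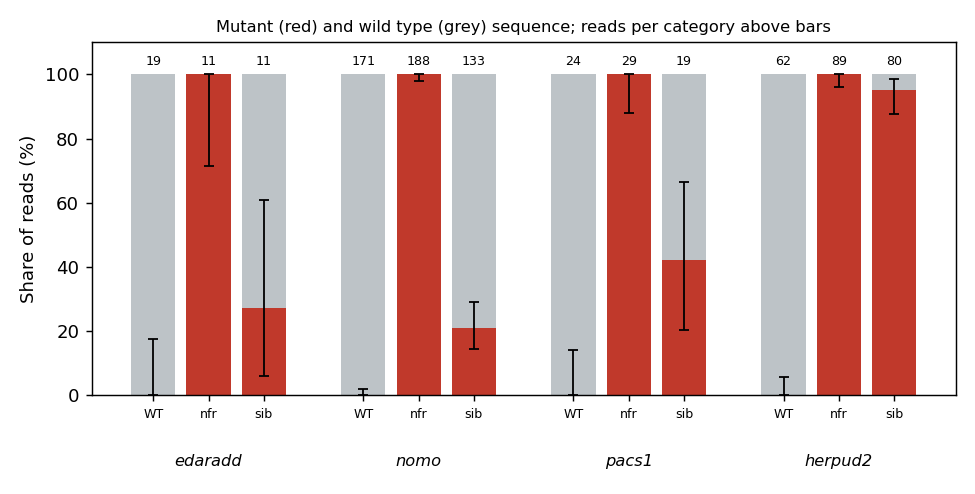
Share of reads (vertical axis, percent) of the mutant sequence (red) and the wild type sequence (grey) of *edaradd*, *nomo*, *pacs1* and *herpud2* in the wild type (WT), the mutants (nfr) and the siblings (sib). Numbers above the bars are reads of both sequences, and black bars are exact Clopper-Pearson 95% intervals of the mutant share for counting error. The sibling share is 27.3% for *edaradd*, 21.1% for *nomo*, 42.1% for *pacs1* and 95% for *herpud2*.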

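The *edaradd* variant lay at position 770 of the transcript in the deposited hit. On the transcript's strand the wild type sequence was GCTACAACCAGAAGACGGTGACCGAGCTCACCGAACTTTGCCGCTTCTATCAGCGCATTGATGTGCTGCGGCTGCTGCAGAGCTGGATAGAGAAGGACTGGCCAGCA, with the variant at base 54 of 107. The open frame on this strand read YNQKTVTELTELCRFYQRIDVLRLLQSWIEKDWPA, and the variant changed residue 18 of these 35 from CGC for Arg to TGC for Cys. The coding sequence was not used here. At the paper's position 574 (Fig. 3B) the change is C574T, and this position is the first base of codon 192, which makes the protein change R192C. The frame on the opposite strand was open as well, and the variant left its amino acid (Ala) unchanged.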

In the *nfr* mutant, Arg 192 is replaced with Cysteine. Arginine 192 is within the death domain and is a highly conserved amino acid among orthologs in vertebrate species (Fig. 3). A missense mutation in a highly conserved amino acid in the functional domain suggested that the mutation would cause a severe loss of function of the protein.

**Fig. 3:**

**A**. The mutation in the *edaradd* was 100% enriched in the *nfr* mutant embryos, 38% in the siblings and 0% in the WT embryos. **B**. Point mutation at loci 574 in nucleic acid base cytosine changed it to thymine in Km- *nfr* mutant. **C**. The resulting missense mutation changes the amino acid Arginine to Cysteine in the mutant. **D**. The mutation occurs in the highly conserved Arginine that is in the C-terminal death domain common to both the mangrove killifish (Km), thehuman and mouse.

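All *edaradd* reads of the mutants were of the mutant sequence and all of the wild type were of the wild type sequence. In the mutants 11 of 11 reads carried the mutant sequence, a share of 100% (exact 95% interval 71.5 to 100). In the wild type 0 of 19 reads carried it, a share of 0%, and the count of 0 allows up to 15.8%. The difference between mutants and wild type was larger than counting error (two-sided Fisher's exact test, p = 1.83e-08), though the variant was selected for it. In the siblings there were 3 reads of the mutant sequence and 8 of the wild type sequence, so the mutant reads amounted to 37.5% of the wild type reads. With 57 reads in total, *edaradd* was among the candidates with the fewest reads.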

### ***Edaradd*crispants in Arabian killifish phenocopies*nfr***.

To confirm that suppression of *edaradd* can cause the no fin ray phenotype, two CRISPR RNAs were designed from the *edaradd* gene and administered to the Arabian killifish model. Due to internal self-fertilization prevalent in the mangrove killifish it is difficult to generate sufficient number of 1-cell stage embryos for CRISPR injections from a limited number of adult fish. So, we used the Arabian killifish to recapitulate the *nfr* phenotype. Indeed, the crispants of *edaradd* in the Arabian killifish showed a clear loss of caudal fin 11dpf embryos/larvae (the hatching stage) with 100% frequency (Fig. 4). At this stage, defects in the pectoral fins were not that obvious.

**Fig. 4:**

*Edaradd* crispants show loss of the caudal fin with 100% frequency. Mixture of two CRISPR RNAs for *edaradd* was injected into the 1-cell stage Arabian killifish eggs. Phenotypes were analysed at 11dpf (hatching stage) showing loss of the caudal fin (**cf**.) in all crispant embryos (**Bi** to **Bv**) as compared to WT controls (**Ai** to **Av**). At this stage, pectoral fin (**pf**) development was not significantly affected.

### ***Edaradd*loss of function shows similarity to loss of*eda***.

It has been known that *edaradd* act as the downstream cytoplasmic adaptor molecule of the *EDA*/*EDAR* signalling pathway. To confirm that *edaradd* is indeed acting along this pathway in the teleost species during fin development, the upstream gene, *eda*, was also suppressed by injecting CRISPR RNAs in the Arabian killfish. Although the percentage of the embryos showing abnormalities were lower in the *eda* crispants (70 to 80%, Fig. 5) as compared to the *edaradd* crispant treatment group (100%), we observed an indistinguishable morphological change of caudal fin loss at the hatching stage in both treatments (Figs. 4 and 5). Not only the loss of the caudal fin, but also the morphological details such as abnormal accumulation of pigment cells at the growing edge of the caudal fin was equally observed in the crispants of the two genes. As seen in the *edaradd* and *eda* crispants also did not show a significant reduction of the pectoral fin at the hatching stage.

**Fig. 5:**

*Eda* crispants show loss of the caudal fin with 70–80% frequency (**Bi** to **Biv**) versus WT controls (**Ai** to **Aiv**). A mixture of two CRISPR RNAs for *edar* was injected into the 1-cell stage Arabian killifish eggs. Phenotype were analysed at 11dpf (hatching stage) showing loss of the caudal fin (**cf**.) in the majority of crispant treated embryos. At this stage, pectoral fin (**pf**) development was not significantly affected.

## Discussion

Here we report identification of the *no fin ray* mutant from a previous ENU mutagenesis screen utilizing the self-fertilizing mangrove killifish. The homozygous *nfr* fish are viable and can spawn eggs as normal with self-fertilisation with 100% frequency of *nfr* phenotype in the offspring forming a true breeding clonal mutant line. RNAseq analysis of the *nfr*, sibling and Hon9 (parental WT strain) with a small number of mixed embryos (3 duplicates samples) was sufficient to narrow down all variations to a single non-synonymous mutation that occurred in the *edaradd* encoding Arginine 192. The resulting missense mutation changed Arginine to Cysteine in the C-terminal death domain. Using the same method employed previously in the characterization and identification of two other mutants, *shorttail* and *balltail* as the mutations of *noto* and *msgn1*respectively^5^, this method is very powerful for rapid identification of mutant alleles. This is strong evidence supporting the use of isogenic mangrove killifish strains as extremely useful for identifying mutations as the number of polymorphic variations are highly reduced. Even in the protein non-coding regions, we only identified 16 variants, suggesting that more subtle mutation phenotypes that are caused by mutations in the non-coding regions or promoter/enhancer regions may also be identified and characterised in future forward genetic screens.

This is the first report showing that an *edaradd* mutation causes the loss of fin phenotype in teleost fish species and we have confirmed it in two species, the mangrove killifish and Arabian killifish. The phenotype that was observed in this work with *edaradd* mutations was highly similar to the one reported in zebrafish with *eda* and *edar*^19^ and medaka with *eda*^20^. These findings indicate the pathway is widely conserved in teleost fish species. And in a broader context, the pathway is also conserved between fish and mammals^21^.

To determine if the *nfr* allele functions similarly in another species, a crisper knock out of *edaradd* was performed in another genetic model species (Arabian killifish) belonging to the Cyprinodontidae family of Teleost fish. These experiments demonstrated that a similar phenocopy of *nfr* mutant could be recapitulated in a reverse genetics approach. The Arabian killifish *edaradd* crispant revealed disappearance of caudal, dorsal and ventral fins whereas the pectoral still developed at the hatching stage, albeit with an abnormal shape.

Of further interest is the observation that caudal fin development was suppressed with loss of the fin rays despite the size of pectoral fin was not significantly affected at this stage (hatching stage). It should be noted that in the caudal fin, although fin rays did not develop, the epidermal layer of the caudal fin fold seems fully developed (Fig. 4). This may suggest that the role of the *eda*/*edar*/*edaradd*pathway is not directly involved in the fin epidermal development but upstream. Considering this evidence, although all cell lineages are missing in the caudal fin ray, it is possible that the role of this pathway is highly specific to a cell lineage such as cartilage cell differentiation as previously suggested and defects in other cell lineage may be a secondary consequence of the defect^8,12,20^. Considering that early stages of fin development such as fin bud formation are not affected and epidermal fin fold development is not affected either, this may explain why the size of the pectoral fin at the hatching stage is not affected by the *edaradd* crispants.

Here we report a homozygous viable mutant strain in the mangrove killifish and identification of the mutated gene. In many cases, it is conceivable that homozygous viable mutants are not easy to maintain because even though they are viable, active mating behaviour might be compromised. However, by using a self-fertilising animal, it is possible to avoid the step of mating, and lines can be established with relative ease. We have demonstrated this in subsequent genetic screens and more recently other researchers have added to repertoire of genetic tools in the mangrove killifish such as high fecundity genetic line, *kissylip*^23^. It is also possible to analyse subtle phenotypes (e.g. learning difficulty, aggression, altered facial structure, microcephaly) using this isogenic self-fertilising model. Genetic screening of such weak phenotypes at adult stages is easier as individual variation can be screened among established clonal lines. Therefore. this model is poised for future studies of natural, mutagen induced, and CRISPR mediated genomic variants.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

Sequence data that support the findings of this study have been deposited in the NCBI GEO (GEO Submission GSE273026).

# Supplementary material for: Developmental defects in ectodermal appendages caused by missense mutation in edaradd gene in the nfr mangrove killifish kryptolebias marmoratus
**Source:** Sci Rep. 2025 Jan 21;15:2660. doi: 10.1038/s41598-024-82276-z
**Supplement:** Supplementary file 1 — Supplementary Material 1

Bubble_ID	total_reads	wt<br>variant			mut<br>variant			AA change	Gene name
		wt	mut	sib	wt	mut	sib		
16962_0	319	62	0	4	0	89	76	Asp > Asn	<i>herpud2</i>
24487_0	104	24	0	11	0	29	8	Val > Ala	<i>pacs1</i>
26940_0	668	171	0	105	0	188	28	Ser > Thr	<i>nomo</i>
55370_0	57	19	0	8	0	11	3	Arg > Cys	<i>edaradd</i>

Supplementary Figure 1

Three embryos each from WT, mutant and sibling were sequenced by RNAseq. 

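Supplementary Figure 1 gives reads of both sequences of a bubble in wild type, mutant and sibling embryos for *herpud2*, *pacs1*, *nomo* and *edaradd*. All 28 of its read counts equalled those of the deposited list. The total reads were larger than the sum of the 6 counts in each of the 33 deposited candidates, by 5 to 176 reads with a median of 31. For *nomo* 176 of 668 reads, for *herpud2* 88 of 319, for *pacs1* 32 of 104 and for *edaradd* 16 of 57 were in none of the 6 counts. Over all candidates this was 1587 of 6925 reads, or 22.9%. Where these reads came from is not given in the sources used here.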

Among all read, four genes were identified having no- synonymous mutations with 100% in wt, 0% in mutant (mut) and a number in between in siblings (sib).

How the deposited data were processed for this re-analysis (not part of the article)

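RNA from mangrove killifish embryos of the wild type strain Hon9, the *nfr* mutants and their siblings was sequenced to find variants linked to the *nfr* phenotype. The authors trimmed the reads with fastq-mcf 1.1.2, assembled transcriptomes with Trinity 2.2.0, identified variants with KisSplice 2.4.0 at a k-mer size of 53, and took the best BLASTn 2.5.0 hit at a threshold of 1e-4. The deposited values are whole-number read counts of the wild type and the mutant sequence of each candidate, summed per category by the authors and not scaled by library size. How reads were assigned to the sequences of a bubble, how the list was filtered and which of both sequences was searched with BLASTn are not given in the sources used here. The identity and length of each hit are the authors' deposited values. All columns were matched to a category, and 0 were left unmatched.

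From the counts, the share of the mutant sequence per category was calculated with Clopper-Pearson 95% intervals. Sibling shares were tested with two-sided exact binomial tests against 33.3% and with one-sided exact binomial tests against 50%, both adjusted by Benjamini-Hochberg over 33 candidates. Shares of different genes or categories were compared with Fisher's exact test. A count of 0 was given the upper limit of 3 counts over the reads. Without values per embryo there was no replicate error, no test of differences among siblings and no comparison of the libraries of single and multiple embryos. The expected share of 33.3% takes each sibling to give the same number of reads, which sums per category cannot show. It also takes the siblings to be wild type homozygotes and heterozygotes in the ratio expected over many embryos, with no mutant homozygotes. A few siblings can depart from this ratio, so a share that differs from 33.3% need not speak against a causal variant. The paper places the start of fin formation at later stages than those sequenced. How siblings were told from mutants is not given. At a median of 21 sibling reads per candidate the intervals are wide. In simulated data of the 33 candidates at the real depths with 300 draws each, the test against 33.3% rejected 3.71% of candidates with a true share of 33.3%, 51.7% with 16.7% and 46.7% with 50%. These draws took reads as independent and left out the genotypes and read numbers of the embryos. They therefore do not give the error rate of the test in the real data. The rates are averages over depths of 11 to 265 sibling reads.

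The named genes are, by a rule set before the data were examined, those the paper names among its candidates, every other candidate with a gene name (at most 30) and the 3 unnamed candidates with the most reads. The counts of Supp Fig. 1 had been seen by then. Tests and alternatives were also set before the data were examined, except where said otherwise. The comparisons of sibling shares between different genes, such as *edaradd* with *herpud2*, *nomo* and *pacs1*, were not among them and were added later. Names of genes and which genes neighbour each other were taken from the annotation of assembly ASM164957v2, in which 26 of the 27 hits were found. The deposited list names no genome build, so no genome coordinates are given. The frames of each 107-base sequence were translated without the coding sequences of the transcripts. Python 3.11.15, scipy 1.17.1, numpy 2.4.6 and matplotlib 3.10.9 were used.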

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

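The class used here, a sibling share not above 50% by the adjusted exact binomial test, comes from a test set before the data were examined, and its use to pick out genes was decided after the shares were seen. By this test 7 candidates were not above 50%, and 4 of them are not named in the paper. The paper names only the variants it found to be nonsynonymous. In all 33 candidates the siblings had reads of the mutant sequence, and only in *zic5* did the wild type have one. The class depends on depth as well as on share. *Zbtb42* and LOC119617611 fall in it with shares over 50%, while *grk4* (55.8% of 265 reads) and *ggcx* (58.9% of 112 reads) do not. *Ltbp1*, which encodes a binding protein of latent TGF-beta, had a sibling share of 11.1% (3 of 27 reads, exact 95% interval 2.35 to 29.2), below 33.3% (two-sided exact binomial test, p = 0.0133). *Ier3ip1* had 45.3% (43 of 95 reads, interval 35.0 to 55.8), above 33.3% (p = 0.0164, same exact test). *Zbtb42*, a zinc finger gene, had 51.9% (14 of 27 reads, interval 31.9 to 71.3), which was not distinguished from 33.3% (p = 0.0635, same exact test). The noncoding RNA LOC119617611, named from a hit of 88.9% identity over 90 bases, had 66.7% (8 of 12 reads, interval 34.9 to 90.1). The sequences of all 4 had a stop codon in each of the 6 frames, which alone does not show that the variants lie outside a coding sequence.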

How the results depend on the processing

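The share under a limit of 75%, an expected share of 16.7%, a minimum of 2 reads of each sequence in the siblings, and the unadjusted and two-sided tests for shares above 50% were alternatives chosen after the values were seen. The *edaradd* share of 27.3% was not distinguished from 33.3%, 50% or 16.7% by exact binomial tests (p = 1, 0.227 and 0.408). The *nomo* share of 21.1% lay below 33.3% but above 16.7%, from which it was not distinguished (p = 0.199, exact binomial test), and the *ltbp1* share of 11.1% was not distinguished from 16.7% either (p = 0.608, same exact test). The *pacs1* share of 42.1% was above 16.7% (p = 0.00789, same exact test). The number of candidates meeting the paper's criterion was 29, and 33 with at least 95% in mutants and at most 5% in the wild type and 18 with at least 2 reads of each sequence in the siblings. The number not distinguished from the expected share was 3, and 7 with an expected share of 50% and 1 with at least 20 sibling reads, since *edaradd* and *pacs1* had fewer. It was 3 after adjustment. A minimum of 10 reads, per category or in the siblings, removed 0 candidates from either number and so tested nothing. Candidates with an open frame numbered 22, and 6 when an ATG was required, which drops *edaradd*, *nomo* and *pacs1* and keeps *herpud2* of the 4 genes of Supp Fig. 1. This alternative does not bear on translation, since a start codon can lie outside the 107 bases. That of *edaradd* does, as the paper's position 574 is in codon 192. A:T to T:A changes numbered 2 among candidates not above 50% by the adjusted test and 4 among those with a share under 75%, which are 7 and 10 candidates. The number of candidates above 50% was 26 with the unadjusted one-sided exact test and 24 with the two-sided exact test, adjusted or not, which did not reject 50% for *grk4* (p = 0.0651, exact binomial test) and *ggcx* (p = 0.0721, same exact test). The 7 candidates for which the two-sided test did not reject 50% are therefore not the 7 that the one-sided test did not place above it, and 5 are in both. The strand on which changes are read cannot alter the number of transitions, so this alternative tested nothing. No paired analysis was possible because the deposited values are 1 sum per category. For this reason the comparisons with and without the libraries of multiple embryos, without each replicate and with equal weight per embryo were not run, nor was the test of differences among siblings.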

Differences from the paper's values

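The number of variants with 100% in the mutants, 0% in the wild type and an intermediate share in the siblings was 29 of 33 in the deposited list, and the paper's number is 19. Of the alternatives set before the data were examined, limits of 95% and 5% gave 33, which also differs from it, and a minimum of 10 reads in each category removed 0 candidates and left the 29. With at least 2 reads of each sequence in the siblings, chosen after the values were seen, the number was 18, which keeps the 4 genes the paper names. The paper states no minimum number of reads.

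The sibling share of *edaradd* was 27.3% of reads (exact 95% interval 6.02 to 61.0) and the paper's value is 38%. The counts of Supp Fig. 1 equal the deposited ones, so counting error does not account for the difference. The reads of the mutant sequence were 37.5% of those of the wild type sequence. This ratio rounds to the paper's value, though the paper does not say how it was calculated.

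The paper states that *pacs1* did not show the expected excess of the wild type sequence. Its sibling share was 42.1% (8 of 19 reads) and was not distinguished from the expected share (two-sided exact binomial test, p = 0.467). That of *nomo*, which the paper sets aside for its amino acid change, was (p = 0.00230, same exact test). The *nomo* share was not distinguished from 16.7% (p = 0.199, same exact test), so with few siblings this difference need not speak against *nomo*. For *herpud2* the share of 95% goes with the paper's statement.

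The paper's text names *herpud1*, whereas Supplementary Figure 1 and the deposited hit name member 2 of the family. For *pacs1* the supplement gives Val to Ala. The sequence had 2 open frames in the transcript's sense, of which one gives this change and the other Ser to Pro, and the coding sequence needed to choose between them was not used here.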

Other observations

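The tests of explanations below were all chosen after the sibling shares were seen, and the test against 50% itself was set before. *Ltbp1* and *edaradd* lie on the same linkage group with 10 annotated genes between them in assembly ASM164957v2. They had the lowest and the third lowest sibling share of all candidates, and at 27 and 11 reads the shares were not distinguished (Fisher's exact test, p = 0.329). This is not particular to *ltbp1*, since at this depth *edaradd* was not distinguished from 7 other candidates either, with shares of up to 66.7% in LOC119617611 (p = 0.0995, same exact test). *Ggcx*, which encodes gamma-glutamyl carboxylase, *ier3ip1* and *phf24* share a linkage group as well. *Ier3ip1* and *phf24*, with 19 genes between them, had shares of 45.3% and 67.9% (Fisher's exact test, p = 2.33e-04, adjusted p = 0.00101 over 13 pairs of candidates on shared linkage groups), and *ggcx* had 58.9%. Of the 13 pairs, 5 differed at an adjusted p under 0.05 and 8 did not, among them *itga4* and *zic5*, also with 19 genes between them (94.4% and 93.1%, Fisher's exact test, p = 1).

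Most candidates had a sibling share near 100%. Linkage to 1 recessive mutation would leave shares of at most 50% if each sibling carried at most 1 mutant copy and both alleles were read alike, and 26 candidates were above 50% (24 by the two-sided exact test, without *grk4* and *ggcx*), which argues against it for the 24 under these conditions only. The genotypes of the siblings are not given. Unequal expression of the alleles and reads from similar genes were not tested and remain open. If *edaradd* is causal and all siblings and alleles are read alike, mutant homozygotes would raise its share and that of the nearby *ltbp1*. These shares were 27.3% (exact interval 6.02 to 61.0) and 11.1% (2.35 to 29.2), while 23 candidates had at least 80%. This argues against mutant homozygotes as the source of the high shares in these 23, under these conditions only. In 11 candidates only 1 sibling read was of the wild type sequence. The embryos were of earlier stages than those at which the paper places the start of fin formation, and how siblings were told from mutants is not given. Alleles of the reference strain that Hon9 lacks may be part of the pattern, and among hits over all 107 bases 8 of 18 candidates above 50% and 0 of 6 of the others matched the reference at 100% identity (Fisher's exact test, p = 0.0664), or 9 of 18 and 0 of 6 had 0 mismatches with gaps allowed (p = 0.0519, same exact test). With a limit of 75%, set after the shares were seen, it was 8 of 15 and 0 of 9 (p = 0.00950, same exact test), or 9 of 15 with gaps allowed (p = 0.00682, same exact test), so only this class definition passes 0.05, and since the searched sequence is not known the explanation remains open.

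*Nomo* and *grk4*, which encodes a G protein-coupled receptor kinase, share a linkage group with 37 genes between them. If each sibling had 1 genotype over both genes, both alleles were read alike and each sibling gave the same share of the reads of both genes, the shares would be equal, but they were 21.1% and 55.8% (Fisher's exact test, p = 1.96e-11, adjusted p = 2.54e-10 over the 13 pairs). This argues only against all of these conditions holding together. Siblings of different genotype that differ in their expression of the genes, recombination between the genes, unequal expression of the alleles and reads from similar genes cannot be resolved in 1 sum per category and remain open.

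ENU is known for A:T to T:A changes, and mutagenesis may account for their number among candidates with a low sibling share. They made up 2 of 7 candidates not above 50% by the adjusted test and 3 of 26 others (Fisher's exact test, p = 0.282). With the limit of 75% they made up 4 of 10 and 1 of 23 (p = 0.0214, same exact test). This change was picked from 6 kinds after they had been counted, and the result rests on the limit, so mutagenesis cannot be told apart from chance here. The other candidates under 75% were 3 A:T to G:C and 3 G:C to A:T changes, with *edaradd* among the latter. Whether mutagenesis made those changes was not tested.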
